# Transcriptome profiling of differentially expressed genes in floral buds and flowers of male sterile and fertile lines in watermelon

**DOI:** 10.1186/s12864-015-2186-9

**Published:** 2015-11-09

**Authors:** Sun-Ju Rhee, Minseok Seo, Yoon-Jeong Jang, Seoae Cho, Gung Pyo Lee

**Keywords:** Watermelon, RNA-seq, Male sterile, Male fertile

## Abstract

**Background:**

Male sterility is an important mechanism for the production of hybrid seeds in watermelon. Although fruit development has been studied extensively in watermelon, there are no reports on gene expression in floral organs. In this study, RNA-sequencing (RNA-seq) was performed in two near-isogenic watermelon lines (genic male sterile [GMS] line, DAH3615-MS and male fertile line, DAH3615) to identify the differentially expressed genes (DEGs) related to male sterility.

**Results:**

DEG analysis showed that 1259 genes were significantly associated with male sterility at a FDR *P*-value of < 0.01. Most of these genes were only expressed in the male fertile line. In addition, 11 functional clusters were identified using DAVID functional classification analysis. Of detected genes in RNA-seq analysis, 19 were successfully validated by qRT-PCR.

**Conclusions:**

In this study, we carried out a comprehensive floral transcriptome sequence comparison of a male fertile line and its near-isogenic male sterile line in watermelon. This analysis revealed essential genes responsible for stamen development, including pollen development and pollen tube elongation, and allowed their functional classification. These results provided new information on global mechanisms related to male sterility in watermelon.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2186-9) contains supplementary material, which is available to authorized users.

## Background

Male sterility allows the large-scale hybrid seed production, since it evades the need of emasculation. There are three reported types of male sterility based on the inheritance or origin: genic male sterility (GMS), cytoplasmic male sterility (CMS), and cytoplasmic-genic male sterility (CGMS) [1]. GMS is caused by defective nuclear genes, ordinarily inherited by a single recessive gene; CMS is maternally inherited and caused by the extranuclear genome of mitochondria or chloroplasts; and CGMS is derived by both cytoplasmic and nuclear genes. Male sterility is manifested in different ways based on the nature of plant species: (1) absence of stamens or production of abnormal stamens in bisexual plants or absence of male flowers in dioecious plants; (2) failure to develop normal anther sporogenous tissue; (3) abnormal microsporogenesis in deformed or viable pollen; (4) abnormal pollen maturation or inability to germinate on compatible stigmata; (5) defective anther dehiscence, but viable pollen formation; or (6) barriers other than incompatibility that prevent pollen from reaching the ovule [2].

Although male sterility is regarded as a gift of nature by reducing the labor to produce high-yield hybrids, the mechanism is still unclear in watermelon. To date, RNA-sequencing (RNA-seq) techniques helps to understand the global gene expression patterns and infer the candidate genes relating the male sterility mechanisms. RNA-seq analysis of male sterile floral organs have been reported in many plants such as tomato [3], cotton [4, 5], chili pepper [6], Brassica napus [7, 8], soybean [9] and so on.

Watermelon (*Citrullus lanatus* (Thunb.) Matsum. & Nakai) belongs to the family of Cucurbitaceae, which is one of the most economically important crops in the world. It has 11 chromosomes and a haploid genome of approximately 425 Mb (2*n* = 2× = 22). Watermelon genome sequence was released in 2013 [10], followed by cucumber [11] and melon [12], which makes it possible to apply next-generation sequencing (NGS). To date, some watermelon male sterile mutants, such as glabrous male-sterile (*gms*) [13–15] and male sterile dwarf (*ms-dw*) [16] *ms-1* [17], *ms-2* [18], and *ms-3* [19], have been reported. Watermelon has two flowering patterns; one is monoecious, having male and female flowers on the same plant and the other is andromonoecious, having both male flowers and hermaphrodite flowers on the same plant [20]. Male flower consists of sepal, petal, and stamen and produces pollen grains in the anther.

Anther development is a complex process that has sequential phases to produce male gametes. The anther is composed of several cell types required for pollen development including the epidermis, endothecium, and tapetum that surround the microsporocyte [21, 22]. Anther development is composed of two phases [23]. Phase 1 is defined by cell specification, tissue differentiation, and anther morphology establishment. At the early stages of anther development, archesporial cells are divided into two cell types: the primary parietal cells and the sporogenous cells. The primary parietal cells differentiate to epidermis, endothecium, middle layer, and tapetum (from outer to inner). The sporogenous cells give rise to pollen mother cell and then undergo meiosis to generate the haploid tetrads of microspores. Phase 2 is defined by pollen development, anther enlargement, tapetum/callose tissue degeneration, anther dehiscence, and pollen grain release [23, 24]. Male sterile mutants show disruption of genes related to anther and pollen development [3, 25].

Previous studies identified several genes that are related to male sterility. *SPOROCYTELESS (SPL)/NOZZLE (NZZ)* encodes a protein related to MADS box transcription factors and is required for cell differentiation and division of anther cell walls in *Arabidopsis* [26–29]. *MALE STERILITY 1* (*MS1*) [30–33] and MYB family members [34–37] are important for the tapetum and pollen development *Arabidopsis*. A basic helix-loop-helix (bHLH) transcription factor, *ABORTED MICROSPORES* (*AMS*), and *DYSFUNCTIONAL TAPETUM 1* (*DYT1*) are required for tapetum biosynthesis and microspore development in rice [38] and *Arabidopsis* [39]. A deficiency of *AtMYB103* gives rise to complete male sterility, because callose degeneration, tapetal development, and exine formation during anther development are interrupted [36]. These key genes related to anther development from archesporial tissue development to pollen grain release are responsible for male sterility.

Transcriptome profiling showed similar patterns of functional categories, such as cell wall modification and metabolism, cell cycle regulation, hormonal regulation, energy metabolism, pollen development and cytoskeleton dynamics, between male sterile and fertile lines [4, 40, 41]. In Cucurbitaceae, transcriptome profiling data of floral development are limited to floral sex determination [42, 43]. These studies suggested that ethylene is the most important hormone for regulating female sex determination in cucumber and that auxin, abscisic acid, and brassinosteroids may have an effect on sex determination through their interaction with ethylene. While many transcriptome analyses have been performed in various plant species, only a few have been conducted on fruit development, fruit color, and incompatible interaction with pathogen in watermelon [44–50].

In this study, we focused on the detecting differentially expressed genes (DEGs) related to male sterility. In order to this, RNA-seq was performed with floral buds and mature flowers from two different watermelon lines [genic male sterile (GMS) line, DAH3615-MS, and male fertile line, DAH3615], because two different stages of organs would be reduced to make a false decision for understanding the mechanisms. In addition, significantly detected DEGs across the RNA-seq analysis were technically validated by real-time reverse transcription polymerase chain reaction (qRT-PCR).

## Results

### Pre-processed RNA-seq data

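RNA-seq was performed on 4 libraries, with 1 library for each of 4 conditions: floral buds and flowers of the male fertile line DAH3615 and of its near-isogenic male sterile line DAH3615-MS. No condition had a biological replicate. Floral buds were 7 to 8 mm long in DAH3615 and 3 to 4 mm long in DAH3615-MS. The authors trimmed the paired-end reads with Trimmomatic, aligned them to version 1 of the watermelon genome with TopHat2 and counted them per gene with HTSeq, and the deposited values are those counts without normalization. The counts on genes summed to 5631190 in DAH3615 floral buds, 6315796 in DAH3615 flowers, 5778852 in DAH3615-MS floral buds and 5239032 in DAH3615-MS flowers. The study's quality control table lists 25299088, 29490814, 26232292 and 26501490 reads for the same libraries, and all values below use the counts on genes. Counts were scaled by TMM factors, which were 0.972, 0.935, 1.06 and 1.04 in the same order. Differences between the lines were tested with edgeR's quasi-likelihood test in an additive model of line and organ, with Benjamini-Hochberg adjustment at a false discovery rate of 0.01. In that model each line has 2 libraries, 1 from each organ, and the only residual degree of freedom is the difference between organs in the line effect, so the spread between plants of one condition is not measured. A count of 3, used as the floor for genes at 0, corresponded to between 0.488 and 0.553 CPM, the scaled counts of edgeR.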

Raw RNA-seq data were pre-processed using Trimmomatic [51] for generating clean reads. As shown in Table 1, an average of 12,645,328 (94.09 %) surviving reads was retrieved from each data set. All clean reads were mapped on the reference genome of watermelon (cv. 97103) [10]. The overall mapping rate ranged from 58.3 to 62.2 % and the concordant alignment rate from 51 to 54.7 %. 

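The count table lists 23440 genes on chromosomes 0 to 11. No count was recorded in any library for 3708 genes, which left 19732 genes with at least 1 count. Per library, genes with counts numbered 18715 in DAH3615 floral buds, 18769 in DAH3615 flowers, 18190 in DAH3615-MS floral buds and 18104 in DAH3615-MS flowers. The median count of the expressed genes was 81, 86, 82 and 69 in the same order.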

A total of 23,440 gene abundances were measured using HTSeq [52] and 19,732 genes remained after filtering out non-expressed genes across all samples.

**Table 1:** Pre-processed RNA-sequencing data using Trimmomatic

Sample	# of surviving reads	Surviving reads	Overall mapping rate	Alignment rate
Mf_bud	11,834,220	93.55 %	62.2 %	54.7 %
Mf_flower	13,845,808	93.90 %	60.3 %	52.9 %
Ms_bud	12,411,872	94.64 %	61.1 %	53.7 %
Ms_flower	12,489,412	94.25 %	58.3 %	51.0 %

Each sample represents a floral organ in a breeding line; *Mf* male fertile line (DAH3615), *Ms* male sterile line (DAH3615-MS), *bud* floral bud, and *flower* mature flower, as shown in Fig. 1. Including all statistics was calculated based on the paired-end reads

### Identification of DEGs

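In the additive model, 780 of the 19732 expressed genes differed between the lines, 773 of them higher in DAH3615 and 7 higher in DAH3615-MS. The median absolute log2 fold change of these DEGs was 5.13, or 4.67 with the 145 genes at 0 counts in both libraries of one line set to their lower bound at a floor of 3 counts per library. The likelihood ratio test, which does not carry the uncertainty of the gene-wise dispersion, called 1339 genes. Without the organ term the quasi-likelihood test called 0 genes, while 1085 genes had an unadjusted p under 0.05 and the likelihood ratio test without the organ term called 644. With a single library left out and a model of line alone, the number of calls was 306 without the DAH3615 floral bud library, 405 without the DAH3615 flower library and 0 without the DAH3615-MS floral bud or flower library, where 1111 and 1019 genes had an unadjusted p under 0.05.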

We compared mRNA expression in floral buds and flowers of DAH3615 and DAH3615-MS samples (Fig. 1) using two different statistical tests [analysis of deviance (ANODEV) and Fisher’s exact test], in order to detect sterility-related genes (Fig. 2a and Additional file 1). 

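Exact tests of 2 libraries in edgeR, run with the trended dispersion of the additive model, compared the 2 lines within each organ. They called 994 genes between the 2 floral bud libraries and 957 genes between the 2 flower libraries, and each test compares 2 libraries, not the lines. The additive model and both exact tests shared 696 genes, an overlap of tests on the same libraries. Fisher's exact test on the raw counts, which allows for counting error alone, called 5152 genes in floral buds and 5555 in flowers, 769 of them shared with the additive model in both organs.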

A total of 649 DEGs were identified from both tests in both organs (floral bud and flower). The highest total number of DEGs [1259; false discovery rate (FDR) adjusted *P*-value <0.01] was revealed by ANODEV. Out of 1259 DEGs, 352 were exclusively detected by ANODEV. 

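Of the 780 DEGs of the quasi-likelihood test, 9 were called by neither exact test, 40 were shared with the floral bud test alone and 35 with the flower test alone. When the likelihood ratio test took the place of the quasi-likelihood test, the genes called by the additive model alone numbered 326.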

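The exact test in floral buds called 234 genes that neither the additive model nor the flower test called, and the exact test in flowers called 202 such genes. Another 24 genes were called in both organs but not by the additive model. With a fixed biological coefficient of variation of 0.4, the exact tests called 534 genes in floral buds and 490 in flowers, of which 45 and 17 were called by that organ's test alone.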

Fisher’s exact test revealed 42 and 92 DEGs in the floral bud and flower, respectively, with a lower FDR adjusted *P*-value than that in ANODEV. Overall, ANODEV showed a higher statistical power than Fisher’s exact test, and we decided to focus on the DEGs detected from the former test. Hierarchical clustering analysis was performed with *k* = 2 and results are shown in Fig. 2b. 

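Distances between libraries were computed as the root mean square difference in log2 CPM (prior count 2) over the 19732 expressed genes. The 2 lines were 1.26 apart in floral buds and 1.29 apart in flowers. The 2 organs were 1.04 apart in DAH3615 and 1.12 apart in DAH3615-MS. This measure gives weight to genes with large differences, and the median absolute difference over the same genes, each averaged over the other factor, was 0.29 between lines and 0.51 between organs. A rank-based distance, 1 minus the Spearman correlation, kept the lines further apart. It was 0.0950 between lines in floral buds and 0.0946 in flowers, against 0.0748 between organs in DAH3615 and 0.0826 in DAH3615-MS. In average-linkage clustering, the DAH3615 libraries merged first and the DAH3615-MS libraries second. Leaving out the 780 DEGs between the lines lowered the distance between lines to 0.668 in floral buds and 0.655 in flowers, while the organs stayed 1.04 and 1.13 apart, and the libraries then merged by organ. These genes were selected for the line difference while the DEGs between organs stayed in, so a shorter distance between lines follows from the selection. With 1 library per condition, none of these distances has a replicate error. In the additive model the organs differed in 2993 genes, 1497 of them higher in flowers and 1496 higher in floral buds, with a median absolute log2 fold change of 1.63. With a likelihood ratio test at a fixed biological coefficient of variation of 0.1, a setting added after the counts were examined, the organs differed in 7540 genes, and at 0.4 in 919. Both factors were called for 80 genes.

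**Figure D1:**
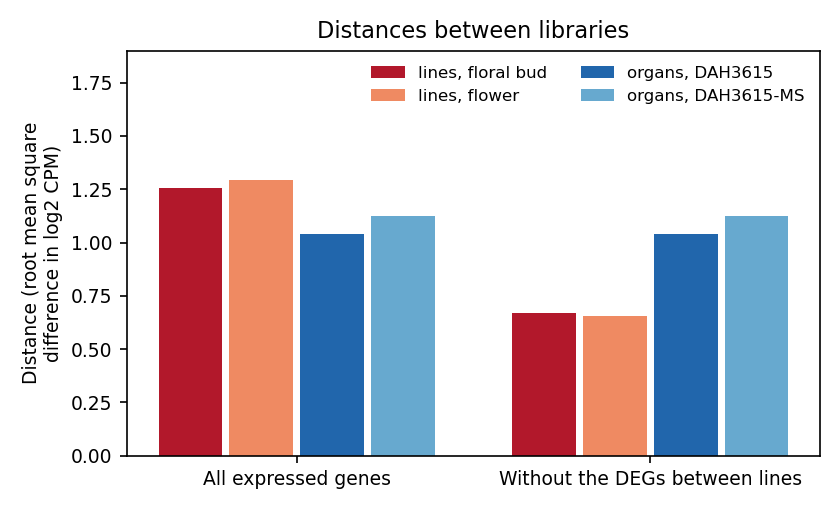
Distance between pairs of libraries (root mean square difference in log2 CPM) over all expressed genes and without the DEGs between lines; each bar is 1 pair of libraries, with no replicate error. The distance between lines is above that between organs over all expressed genes and below it without the DEGs, which were selected for the line difference.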

DAH3615 and DAH3615-MS were clearly distinguishable, since strong differences were observed between the lines and not between the organs. The relationship of all the significant DEGs was visualized in a heatmap as shown in Fig. 2c. Two regions (Region 1 and 2) were highly different between DAH3615 and DAH3615-MS. In these regions, DEGs showed patterns that were only identified in DAH3615, regardless the organ. 

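Among the 773 DEGs higher in DAH3615, 145 had 0 counts in both DAH3615-MS libraries, a share of 18.8% (95% Wilson interval 16.2% to 21.7%, counting error only). A CPM under 1 in both DAH3615-MS libraries was found for 358 of them, or 46.3%, and 3 counts or fewer in each for 297, or 38.4%. A mean of 10 CPM or more across the DAH3615-MS libraries was found for 166 genes, or 21.5%. The median of the mean CPM was 59.0 in DAH3615 and 1.08 in DAH3615-MS.

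**Figure D2:**
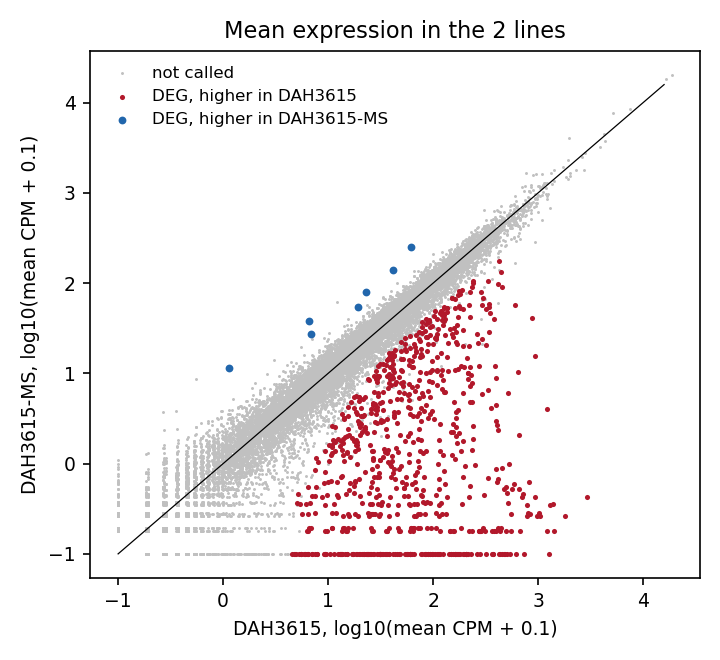
Mean CPM of each expressed gene over the 2 DAH3615 libraries (x axis) and the 2 DAH3615-MS libraries (y axis), both as log10(mean CPM + 0.1); the line marks equal expression. The 773 DEGs higher in DAH3615 lie below the line, down to 0 counts in DAH3615-MS, and the 7 DEGs higher in DAH3615-MS lie above it.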

In order to further investigate these results, line plots of the top 10 genes were drawn (Fig. 2d) and confirmed that these genes had similar patterns that were only expressed in DAH3615.

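The 10 genes of Fig. 2d held 51101 counts in the 2 DAH3615 libraries and 4 counts in the 2 DAH3615-MS libraries. Scaled for library size, that is 0.0077% of the DAH3615 level, with a 95% exact Poisson interval of 0.0021% to 0.0197%. All 10 were called (edgeR quasi-likelihood test, adjusted p between 6.55e-06 and 8.26e-06), and 6 of them had 0 counts in both DAH3615-MS libraries. DESeq2's Wald test left these 6 uncalled (adjusted p between 0.0122 and 0.0149), while limma-voom called them. Cla016924, on chromosome 11 from 26141880 to 26143405, had 2726 counts in DAH3615 floral buds and 2105 in DAH3615 flowers, at least 1020-fold higher than in DAH3615-MS floral buds and at least 645-fold higher than in DAH3615-MS flowers when 0 is set to 3 counts per library. Cla022597, Cla022598 and Cla022600 lie within a stretch of chromosome 8 from 24948938 to 24972662, and Cla006728 and Cla006729 lie on chromosome 6 from 3820016 to 3823265. The single counts in DAH3615-MS fell on Cla022600 and Cla015385 in floral buds and on Cla013638 and Cla006729 in flowers. How far neighbouring copies share reads was not determined from the counts.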

**Fig. 1:**
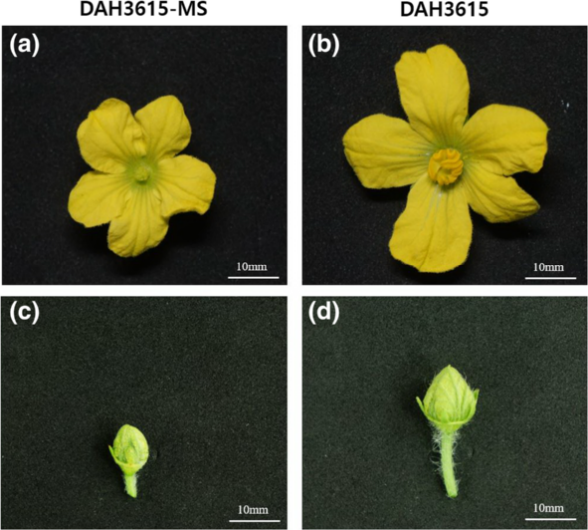
Morphological differences in floral organs of a male sterile line (DAH3615-MS) and a male fertile line (DAH3615). The flower (a) and floral bud (**c**) of the male sterile line, DAH3615-MS, are smaller than those (**b**, **d**) of the male fertile line, DAH3615. The male sterile flower (**a**) shows distinctive defective stamen and absence of pollen grains. The images were taken at 63 d after sowing

**Fig. 2:**
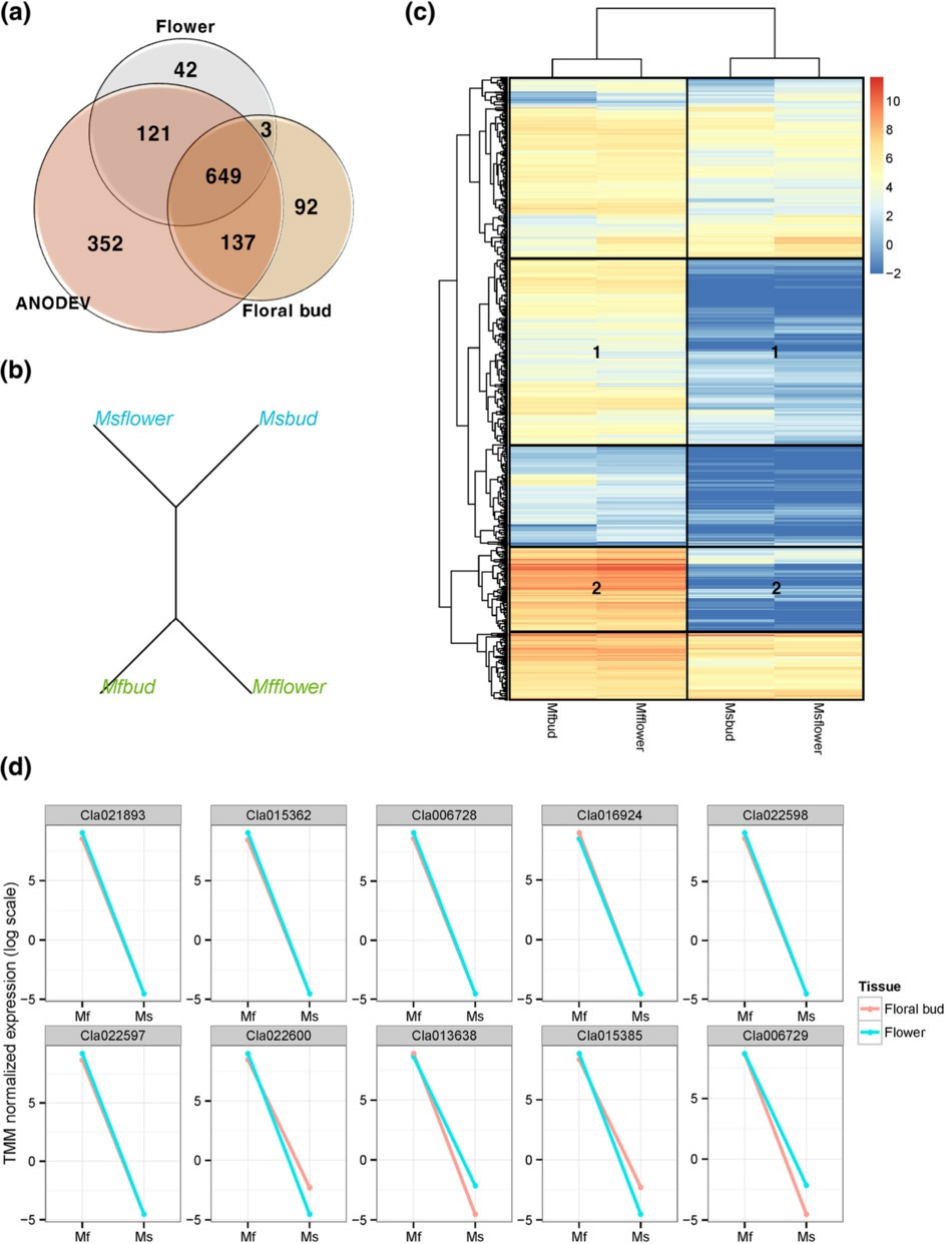
Identification of differentially expressed genes (DEGs) in a male sterile line (DAH3615-MS) and a male fertile line (DAH3615). (**a**) Venn-diagram of significantly different DEGs detected in the male fertile line and the male sterile line using two types of statistical tests such as Fisher’s exact test and 2-way ANODEV [False discovery rate (FDR) adjusted *P*-value < 0.01]. In the Fisher’s exact test, two tissues’ samples, bud and floral bud, were respectively employed. (**b**) Hierarchical clustering analysis tree with *k* = 2. Blue and green lines represent DAH3615-MS and DAH3615, respectively. (**c**) Heatmap with hierarchical clustering using logged TMM-normalized gene expressions of the 1259 DEGs (FDR adjusted *P*-value < 0.01) from the analysis of deviance (ANODEV). Regions 1 and 2 show highly significant differences between DAH3615-MS and DAH3615. (**d**) Line plots show the gene expression of the top 10 genes from ANODEV. Red and blue lines represent floral bud and flower, respectively. The y-axis represents logged TMM-normalized gene expressions, which were calculated in the *edgeR*

### Male sterility related DEGs in relation to biasness of gene expression and chromosomal location

DEG analysis showed that most of the detected genes were exclusively expressed in DAH3615; hence, the trend of gene expression was expected to be skewed towards male fertility. Detected DEGs were characterized using biasness information, calculated as the differences between DAH3615 and DAH3615-MS in floral buds and flowers using the log expression ratios (trimmed mean of M values). As shown in Fig. 3a, approximately 50 % of the genes in DAH3615 and DAH3615-MS were biased in both organs, when considering gene expressions of the whole genes. However, analysis of the significantly detected DEGs showed that 87.53 % of the genes were DAH3615-biased and only 12.47 % of the genes were DAH3615-MS-biased in both organs. Moreover, the DAH3615-biased genes in the floral bud were also biased in the flower. These results indicate that the gene expression pattern of the detected genes was maintained from the floral bud to the flower.

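Over all expressed genes with unequal TMM-scaled values, 49.9% were higher in DAH3615 in floral buds (9562 of 19158, 95% Wilson interval 49.2% to 50.6%) and 51.5% in flowers (9884 of 19205, 50.8% to 52.2%). With the 574 and 527 tied genes counted as not biased towards DAH3615, the shares were 48.5% and 50.1%. Scaling by library totals alone lowered the shares to 40.9% in floral buds and 41.7% in flowers. The intervals cover counting of genes only, and 1 library per condition gives no replicate check.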

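Of the 780 DEGs of the quasi-likelihood test, 99.1% were higher in DAH3615 in floral buds and 99.0% in flowers by TMM-scaled values. The likelihood ratio test gave 93.4% in each organ among its 1339 DEGs. With library totals in place of TMM factors, the quasi-likelihood test called 742 genes higher in DAH3615 and 17 higher in DAH3615-MS, and the likelihood ratio test 1115 and 173.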

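The direction was the same in both organs for nearly all DEGs: 772 were higher in DAH3615 in both, 7 were lower in both and 1 was mixed. As these genes were called from both organs together, the direction was also checked across separate libraries. Of the 963 genes called higher in DAH3615 by the exact test on the floral bud libraries, 893 were also higher in DAH3615 flowers, or 92.7% (95% Wilson interval 90.9% to 94.2%). Of the 932 genes called in the same direction between the flower libraries, 914 were also higher in DAH3615 floral buds, or 98.1% (97.0% to 98.8%). Fewer of the genes called higher in DAH3615-MS kept their direction, 27 of 31 floral bud calls in flowers, or 87.1% (71.2% to 94.9%), and 16 of 25 flower calls in floral buds, or 64.0% (44.5% to 79.8%). From the shared direction the paper proposes that the expression pattern was maintained from the floral bud to the flower.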

**Fig. 3:**
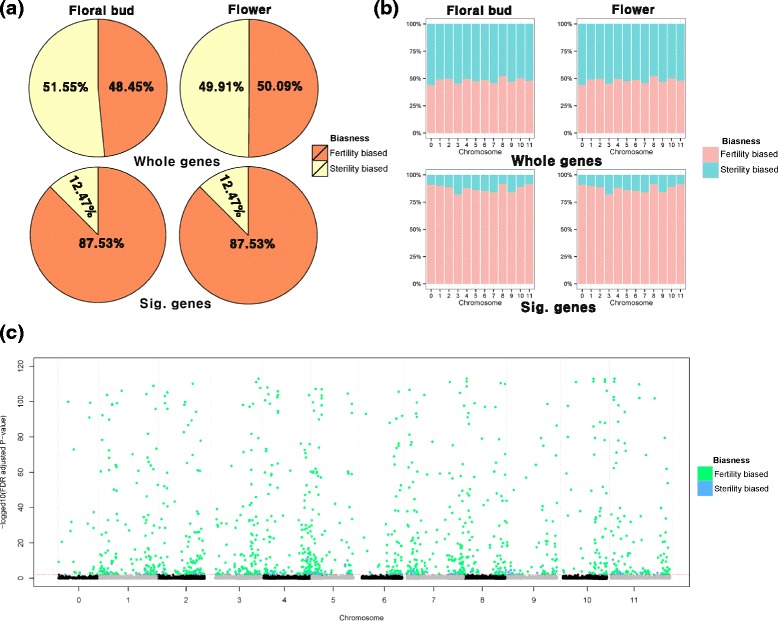
Characterization of significantly detected differentially expressed genes (DEGs) using chromosomal location and biasness. Fertility biased: DAH3615-biased expression; Sterility biased: DAH3615-MS-biased expression. (**a**) Pie charts show the biasness of significantly detected DEGs. The upper two proportional pie charts were created using the whole-annotated genes and the lower two pie charts were created using 1,259 DEGs from the analysis of deviance (ANODEV). (**b**) Βiasness of significantly detected genes. (**c**) Manhattan plot represents the chromosomal location of significantly detected genes. The y-axis represents *log*_10_ false discovery rate (FDR) adjusted *P*-value. The red dotted line is a cut-off line (FDR adjusted *P*-value < 0.01)

We also investigated the chromosomal location of the detected sterility-related genes using the watermelon reference genome that is composed of 12 chromosomes including chr 0 (undetermined chromosome). The biasness of the significantly detected genes was investigated as shown in Fig. 3b. We observed that the sterility-related genes were not clustered in specific chromosomes, but they were uniformly distributed along the genome. 

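The share of expressed genes that were DEGs between the lines ranged from 2.95% on chromosome 7 (45 of 1527) to 4.97% on chromosome 0 (15 of 302), and was 4.74% on chromosome 2 (101 of 2132). The shares did not differ between the chromosomes beyond chance (chi-square 10.6, permutation test with 100000 permutations of the DEG labels, p = 0.478, adjusted p = 0.645 over 7 gene lists). The test treats genes as independent.

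**Figure D3:**
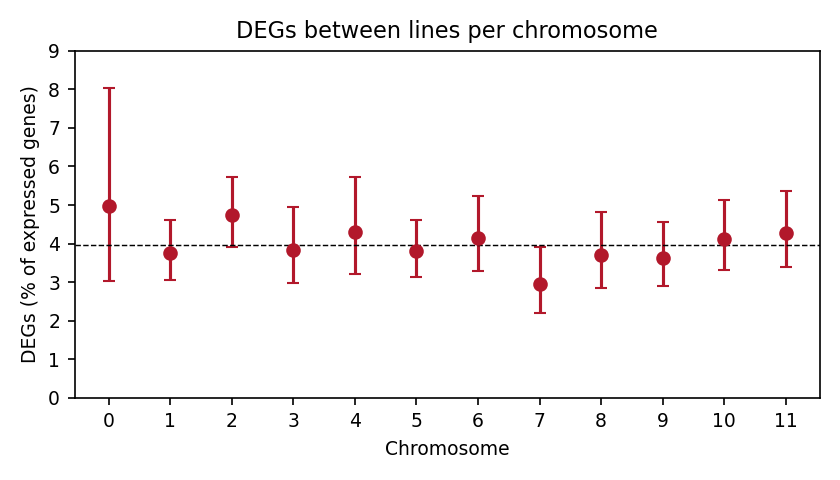
DEGs between the lines as a percentage of the expressed genes on each chromosome; bars are 95% Wilson intervals (counting error only) and the dashed line is the share over all chromosomes. The points run from 2.95% on chromosome 7 to 4.97% on chromosome 0.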

To further investigate these results, the significantly detected genes were visualized in a Manhattan plot as shown in Fig. 3c. The Manhattan plot is usually used in genome-wide association studies (GWAS) to investigate the chromosomal location of single nucleotide polymorphisms (SNPs). It can be applied in RNA-seq analysis because the location of each gene is also known, based on the reference genome. Therefore, the representative location value of each gene can be determined by a Manhattan plot from the annotated mRNA central position on the reference genome. The plot showed a strong signal originated by the DAH3615-biased genes, and that the telomere of each chromosome was enriched to sterility related genes.

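The position of each gene was taken as its midpoint between the first and last gene of its chromosome, with chromosome 0 left out. The outer 10% at each end, which together make up 20% of that length, held 32.0% of the expressed genes on chromosomes 1 to 11. They held 247 of 765 DEGs, or 32.3%, against 32.0% of the other expressed genes (odds ratio 1.01, two-sided Fisher's exact test, p = 0.874, adjusted p = 0.961 over 21 tests). In the outer 5% at each end the odds ratio was 1.13 (same exact test, p = 0.23, adjusted p = 0.429). In the outer 20% the DEGs made up 63.5% against 58.8% of the other genes (odds ratio 1.22, same exact test, p = 0.00866, adjusted p = 0.0654). The tests treat genes as independent, although neighbouring genes are often called together.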

### Gene-set enrichment analysis for functional annotation of significantly detected sterility-related genes

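Of the 7 DEGs called higher in DAH3615-MS, the largest fitted change was that of Cla019870, on chromosome 2 from 26337093 to 26337680, with 2 and 10 counts in DAH3615 floral buds and flowers and 38 and 91 in DAH3615-MS (log2 fold change -3.49 for DAH3615 over DAH3615-MS, standard error 0.41, adjusted p = 0.00147 from edgeR's quasi-likelihood test). Cla007582, on chromosome 6 from 7868464 to 7868730, had 36 and 234 counts against 165 and 726 (log2 fold change -1.86, standard error 0.20, adjusted p = 0.000771 from the same test). Cla015470 had 0 and 76 counts against 6 and 408 and Cla006423 had 10 and 479 against 122 and 1398, both lower in DAH3615 in each organ, with log2 fold changes of -2.61 and -2.17. With a library left out the model has no organ term and 1 line is left with a single organ, so the fitted value of a gene that differs between organs mixes both differences. Cla016980, with a log2 fold change of -1.99 between lines and -0.0092 between organs, stayed between -2.23 and -1.79 in these fits, and Cla019870 between -4.91 and -2.53. Cla007582, Cla015470 and Cla006423, which differed between organs by log2 fold changes of 2.43, 6.45 and 4.26, came to -0.20, 2.72 and 1.08 without the DAH3615-MS flower library. With all libraries, the newer form of the quasi-likelihood test, a setting added after the counts were examined, called 2 genes higher in DAH3615-MS. It left Cla015470, Cla006423 and Cla016980 uncalled (adjusted p = 0.0128, 0.0485 and 0.0185).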

In order to investigate the biological function of the 1259 detected genes (1105 and 154 genes in DAH3615 and DAH3615-MS biased expression, respectively), gene-set enrichment analysis was performed by DAVID tool using the default stringency level (medium), which is considered [53]. Since only a few studies were performed in watermelon, we used *Arabidopsis* gene annotation as a background database, which is relatively well composed. As a result, DAVID analysis with 1105 DAH3615 biased genes showed that many significantly enriched biological terms including gene ontology (GO) and INTERPRO terms as shown in Table 2. On the other hand, no significant terms were detected in DAVID analysis with the detected 154 DAH3615-MS biased genes. In the Table 2, 11 clusters with their enrichment scores (ES) were reported from the functional annotation clustering analysis. 

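Additional file 1 pairs gene IDs with descriptions, and its first 1999 of 19732 rows were used here. Cla003119 is the gene described there as a multi-copper oxidase type I family protein, on chromosome 2 from 34364219 to 34366040. It had 3154 counts in DAH3615 floral buds, 5175 in DAH3615 flowers and 0 in both DAH3615-MS libraries, at least 1180-fold higher in DAH3615 floral buds and at least 1584-fold higher in flowers with 0 set to 3 counts per library (adjusted p = 8.26e-06, edgeR quasi-likelihood test). Groups of genes were picked from these descriptions by keywords after the values had been seen.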

Cluster 1 included copper binding sites, cupredoxin, and multicopper oxidases (type 1, 2, and 3). Cluster 2 and 4 included several lipid-related terms, while cluster 3 several kinesin-related terms and activity-related terms in microtubule. Cluster 5 included signal-related biological terms, while cluster 6 included the highest number of biological terms such as kinase-related terms, ATP-related terms, and nucleotide-binding-related terms. Cluster 7 included diverse development-related terms, while cluster 8 included membrane- and topology-related terms. Cluster 9 and 10 included several binding related terms. Finally, Cluster 11 included DNA- and RNA-related terms. Functional classification analysis using significantly detected DEGs successfully revealed the associated function of the fertility-related genes.

**Table 2:** DAVID functional classification analysis

Cluster	Terms	ES
Cluster 1	Cupredoxin, copper ion binding, Multicopper oxidase, type 3, Multicopper oxidase, type 2, Multicopper oxidase, type 1	2.25
Cluster 2	Proteoglycan, lipid moiety-binding region: GPI-anchor amidated serine, lipoprotein, propeptide: Removed in mature form, GPI-anchor, cell membrane, glycoprotein	1.35
Cluster 3	Kinesin, motor region, conserved site, KISc, Kinesin, motor region, microtubule associated complex, microtubule motor activity, motor protein, microtubule-based movement, microtubule, motor activity, microtubule-based process, microtubule, microtubule cytoskeleton, cytoskeletal part, cytoskeleton, intracellular non-membrane-bounded organelle, non-membrane-bounded organelle	1.13
Cluster 4	Secondary metabolic process, cellular amino acid derivative metabolic process, phenylpropanoid metabolic process	0.95
Cluster 5	Signal peptide, signal, glycoprotein, lycosylation site:N-linked (GlcNAc…), extracellular region, Secreted	0.94
Cluster 6	protein serine/threonine kinase activity, Serine/threonine protein kinase, active site, serine/threonine-protein kinase, protein amino acid phosphorylation, phosphate metabolic process, phosphorus metabolic process, protein kinase activity, receptor	0.83
	kinase, phosphorylation, Protein kinase, core, protein tyrosine kinase activity, Protein kinase, ATP binding site, nucleotide-binding, atp-binding, ATP binding, adenyl ribonucleotide binding, ribonucleotide binding, purine ribonucleotide binding, Serine/threonine protein kinase-related, adenyl nucleotide binding, purine nucleoside binding, nucleoside binding, purine nucleotide binding, nucleotide binding	
Cluster 7	Developmental growth involved in morphogenesis, unidimensional cell growth, developmental growth, cell morphogenesis, cell growth, regulation of cell size, cellular component morphogenesis, regulation of cellular component size, growth	0.7
Cluster 8	Intrinsic to membrane, topological domain: Cytoplasmic, topological domain: Extracellular, membrane, transmembrane region, transmembrane, integral to membrane	0.36
Cluster 9	Cation binding, ion binding, metal ion binding, transition metal ion binding	0.33
Cluster 10	Transition metal ion binding, oxidation reduction, oxidoreductase, metal-binding	0.09
Cluster 11	Intracellular signaling cascade, transcription regulation, nucleus, Transcription, response to endogenous stimulus, transcription, regulation of transcription, DNA-dependent, regulation of RNA metabolic process, response to organic substance, response to hormone stimulus, dna-binding, transcription factor activity, transcription regulator activity, regulation of transcription, DNA binding	0.08

DAVID functional annotation analysis was performed using 1,105 DAH3615-biased genes derived from the RNA analysis. Twelve clusters were identified including their enrichment score (ES)

### Technical validation of detected fertility-related genes using qRT-PCR

As the RNA-seq experiment was performed without biological replicates, we have conducted verification experiment with several biological replicated samples in order to confirm the determination of DEGs. Although RNA-seq is more accurate than previous known chip-based transcriptome measuring platforms, such as microarray, biological replication was still important to accurately estimate the expression mean and variance in each group. Many RNA-seq based transcriptome studies have been carried out without biological replications, because RNA-seq is often used for pre-screening, in order to reduce the candidate genes for qRT-PCR. The qRT-PCR methods has been traditionally used for measuring gene expression level, but it can measure gene expression relatively more accurately than high-throughput platforms such as RNA-seq and microarray. In our study, the first RNA-seq analysis was performed, in order to select candidate genes for qRT-PCR. A total of 21 genes were randomly selected from the significantly detected DEGs in the RNA-seq analysis (FDR adjusted *P*-value < 0.01). We performed qRT-PCR using these 21 genes with 3 biological replicates from each group, namely male fertile floral bud, male fertile flower, male sterile floral bud, and male sterile flower (*n* = 12). Of 21 genes, 19 were successfully measured by qRT-PCR, while 2 genes (calmodulin- and fasciclin-like arabinogalactan protein 17) failed to reach the threshold (Additional file 2). Most of tested genes showed apparent expression in the floral buds and flowers of DAH3615, but no or slight expression in those of DAH3615-MS. Of these genes, S-adenosylmethionine synthase and elongation factor 1-alpha were reduced by approximately 10-fold and 5-fold in the floral buds of DAH3615-MS and those of DAH3615, respectively, but not detectable in DAH3615-MS flowers. 

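Of the 21 genes of the qRT-PCR experiment, 4 had a UniProt ID that the rows of Additional file 1 used here pair with exactly 1 gene ID. The remaining rows, not used here, were not searched and may pair the same IDs with other genes. Polygalacturonase (Cla000006, chromosome 0 from 6029352 to 6029806) had 1262 counts in DAH3615 floral buds, 1108 in DAH3615 flowers and 0 in both DAH3615-MS libraries, at least 472-fold and at least 339-fold higher in DAH3615 with 0 set to 3 counts per library. The paper's qRT-PCR means of 3 replicates were 1.00 (SD 0.0653) and 7.25e-05 (SD 6.96e-05) in floral buds of DAH3615 and DAH3615-MS. The LIM domain protein gene (Cla001608, chromosome 2 from 7996672 to 7998106) had 3772 and 5913 counts in DAH3615 and 1 count in each DAH3615-MS library, a ratio of 4235 in floral buds (95% exact counting interval 760 to 167300) and 5431 in flowers (974 to 214500). The paper's means for this gene were 1.00 (SD 0.0513) and 1.26e-05 (SD 1.2e-05) in floral buds of DAH3615 and DAH3615-MS, and 1.32 (SD 0.00518) and 0.00042 (SD 5.29e-05) in flowers. The zinc finger family protein gene (Cla002114, chromosome 2 from 15080044 to 15080559) had 2 and 3 counts in DAH3615 and 0 in both DAH3615-MS libraries, all at or under the floor of 3 counts, so no ratio is given (adjusted p = 0.474, edgeR quasi-likelihood test). The paper drew its qRT-PCR genes from its DEGs. A likelihood ratio test with dispersions estimated in steps and library totals, chosen after seeing the values, called the same 126 genes as the paper in these rows. It left Cla002114 uncalled (adjusted p = 0.114), so Cla002114 may not be the gene that was assayed. The paper's means for its zinc finger gene were 6.53 (SD 0.263) in DAH3615 flowers and 0 in DAH3615-MS flowers. Over these 4 genes and 2 organs, RNA-seq and qRT-PCR had the same direction in 6 of 8 comparisons with the floor applied. The other 2 were those of Cla002114, for which no direction can be read at this floor. At floors of 1 and 0.5 counts all 8 had the same direction. For Cla002114 that was fixed in advance, as its 2 and 3 counts lie above those floors. Too few genes were matched for a correlation.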

DEGs of DAH3615 and DAH3615-MS were consistent with RNA-seq data. In order to visually compare RNA-seq and qRT-PCR results, the quantile normalization method was used for adjusting different scales of gene expression. Based on the normalized gene expression data, relative heatmaps were generated as shown in Fig. 4a. In both RNA-seq and qRT-PCR, clear separation was depended on the breeding line, and the patterns of hierarchical clustering had high similarity. In addition, differences between the biological replications were very small in qRT-PCR as shown in Fig. 4a and b. Student’s *t*-test was used to separate the differences between DAH3615 and DAH3615-MS lines, and the results are presented in Table 3. Based on these results, we confirmed that the 19 genes were fertility-related genes and that RNA-seq was highly consistent. In addition, the male fertility biased gene expression pattern was also technically validated by qRT-PCR.

**Fig. 4:**
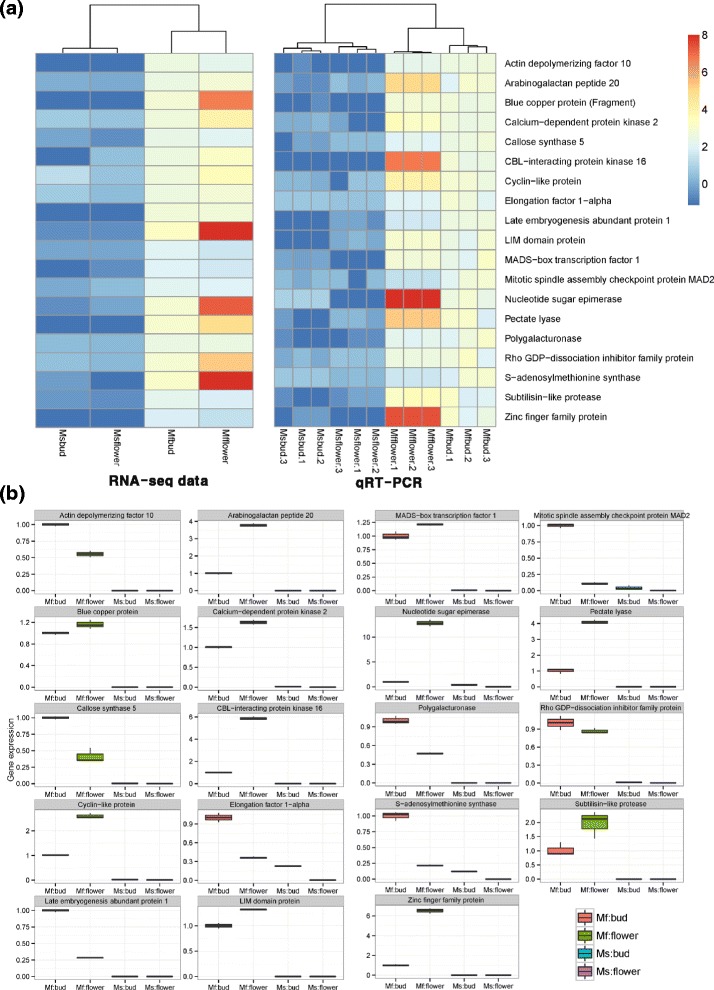
Technical validation of 19 randomly selected differentially expressed genes (DEGs) detected by RNA-sequencing (RNA-seq) using qRT-PCR. (**a**) Relative heatmaps of RNA-seq and qRT-PCR. Gene expression from the two platforms was normalized by the quantile normalization method. (**b**) Box-plots of 19 DEGs detected by qRT-PCR. The y-axis represents the gene expression level, which is the **−**2^∆Δ*Ct*^ value of qRT-PCR compared to the control gene

**Table 3:** qRT-PCR test results of 19 genes detected by RNA-sequencing

Gene description	Uniport_ID	Floral Bud	Flower
Actin depolymerizing factor 10	B9I489_POPTR	1.35E-04***	2.44E–03**
Arabinogalactan peptide 20	AGP20_ARATH	8.00E–04***	2.10E–04***
Blue copper protein (Fragment)	O82576_MAIZE	1.87E–04***	1.56E–03**
Calcium–dependent protein kinase 2	Q3YAT0_PETIN	1.10E–04***	4.03E–04***
Callose synthase 5	C8C9X3_ARATH	8.66E–05***	2.26E–02*
CBL–interacting protein kinase 16	C4P7W5_VITVI	2.92E–04***	1.92E–04***
Cyclin–like protein	Q6ZIX9_ORYSJ	2.59E–05***	6.36E–04***
Elongation factor 1–alpha	B9SPV9_RICCO	2.75E–03**	7.44E–04***
Late embryogenesis abundant protein 1	LEA1_CICAR	1.41E–04***	2.35E–04***
LIM domain protein	Q306K1_BRANA	8.75E–04***	5.13E–06***
MADS–box transcription factor 1	D1MFS6_HEVBR	1.99E–03**	6.63E–05***
Mitotic spindle assembly checkpoint protein MAD2	D2V3A0_NAEGR	5.34E–06***	8.07E–03**
Nucleotide sugar epimerase	B1WNM2_CYAA5	1.02E–02*	8.12E–04***
Pectate lyase	B6TSP4_MAIZE	7.71E–03**	2.84E–04***
Polygalacturonase	E3VSV7_CUCPE	1.42E–03**	1.96E–04***
Rho GDP–dissociation inhibitor family protein	D7L724_ARALL	4.51E–03**	9.35E–04***
S–adenosylmethionine synthase	B9S0G1_RICCO	2.14E–03**	6.32E–04***
Subtilisin–like protease	Q6WNU4_SOYBN	1.86E–02*	1.93E–02*
Zinc finger family protein	D7MD22_ARALL	3.19E–03**	5.41E–04***

Student’s *t*–test was used for separating the differences between a male sterile line (DAH3615–MS) and a male fertile line (DAH3615) in floral buds and flowers. *P < 0.05, **P < 0.01, ***P < 0.001

## Discussion

GMS is caused by abnormal gene expression in several developmental stages of stamen development, male gametophyte development, pollen formation, pollen nutrient support, and pollen tube elongation. Previous studies used transcriptional profiling or proteomic analysis to detect DEGs from male sterile and male fertile lines [5, 6, 8, 54]. In this study, we performed RNA-seq and compared transcripts of floral buds and flowers between a male sterile line, DAH3615-MS, and its near-isogenic fertile line, DAH3615, in watermelon. Overall, 1259 genes were detected as DEG between DAH3615 and DAH3615-MS. Of detected genes, 1105 genes were identified as only expressed in DAH3615 and they were annotated into 11 clusters’ biological terms by DAVID analysis (Table 2). These clusters included copper-ion binding sites (cluster 1), lipid metabolism terms (cluster 2), cytoskeleton terms (cluster 3), cellular metabolism terms (cluster 4), signaling terms (cluster 5), kinase-related terms (cluster 6), developmental growth terms (cluster 7), membrane location terms (cluster 8), ion-binding terms (cluster 9), oxidation reduction terms (cluster 10), and DNA- and RNA-related terms (cluster 11). For validating RNA-seq data obtained by qRT-PCR, we selected 21 genes from each cluster. Of those, 19 showed consistent results by both platforms (Fig. 3). In this study, DEGs were involved in stamen development, and pollen development, formation, and germination.

A previous study showed that significant genes related to programed cell death (PCD) are expressed spatially and temporally for tapetum degeneration and anther dehiscence [55]. In this study, DEGs for PCD were subtilisin-like protease, disease resistance-responsive (Dirigent-like) family protein, and cysteine proteinase found in cluster 7. Subtilisin-like proteinase is expressed at the tetrad stage in lily[56] and up-regulated in the floral bud of wild-type cabbage [57], while 5B-protein, an anther-specific protease, is associated with the degradation of regulatory proteins in tomato anthers [58]. Subtilisin-like proteinase and dirigent-like protein are involved in lignin biosynthesis and participate in anther dehiscence [59].

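Among the rows of Additional file 1 used here, 6 genes are described as polygalacturonase, of which 2 were DEGs, both higher in DAH3615. Besides Cla000006, this was Cla001080, with 357 and 16 counts in DAH3615 floral buds and flowers and 12 and 4 in DAH3615-MS (adjusted p = 0.00272, edgeR quasi-likelihood test). Of 2 genes described as expansins, the expansin-like Cla001151 was a DEG, with 175 and 219 counts in DAH3615 and 0 in both DAH3615-MS libraries (adjusted p = 5.63e-05), and the expansin B1 gene Cla002283 was not (adjusted p = 0.241). Of 3 pectate lyase genes, 0 were DEGs in the quasi-likelihood test, and 1, Cla002742, was called by the likelihood ratio test (adjusted p = 0.0048). The pectate lyase gene of the qRT-PCR experiment was not matched to a gene ID here. Genes of these families in the remaining rows were not analysed here. Of 5 genes described as glucan endo-1 3-beta-glucosidases numbered 3, 4, 6 or 7, 0 were called by either test, and number 5 was not analysed here.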

Genes related to cell wall loosening were prominently expressed in DAH3615 and included in cluster 7 such as polygalacturonase (PG), expansins, pectate lyase, cellulase (glycosyl hydrolase family 5), endoglucanase, and glucan endo-1 3-beta-glucosidase 5. PG is involved in anther dehiscence [60, 61], pollen mother cell wall degradation [62], pollen intine and exine formation [63], and pollen tube growth [64], while pectate lyase in pollen wall development [65, 66] and pollen tube growth [67, 68]. In this study, male-sterile flowers did not produce any pollen, since many genes related to pollen formation, development, and pollen tube growth were distinguishably expressed in the floral buds and flowers of DAH3615, but not in those of DAH3615-MS.

Callose, beta-1, 3-glucan, is a polysaccharide that separates developing pollen grains, preventing their walls from fusion. The callose wall is temporarily synthesized by callose synthase 5 (Cal5) that requires microspore callose deposition to prevent cell fusion [69, 70] and for this reason Cal5 knockout mutant shows reduced fertility [71]. Callose wall should be timely broken down to release the microspores into the locules. Thus, the mistiming of callose degradation leads to male-sterility. Beta-1, 3-glucanase (callase), a PCD-related gene expressed in the reproductive organs, is secreted from tapetum cells and causes callose degradation [24]. In this study, arabinogalactan proteins (AGPs), such as GPI-anchored proteins, COBRA-like proteins encoding GPI-anchored proteins, AG peptide 20 and 23, and fasciclin-like AGP 17, were annotated in the DEG data. 

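In the rows of Additional file 1 used here, 2 genes are described as GPI-anchored proteins. Cla002276 had 125 and 314 counts in DAH3615 floral buds and flowers and 0 in both DAH3615-MS libraries (adjusted p = 4.97e-05, edgeR quasi-likelihood test). Cla001671 had 163 and 418 counts in DAH3615 and 149 and 416 in DAH3615-MS (adjusted p = 0.885). The fasciclin-like arabinogalactan protein 18 gene, Cla000694, had between 2 and 14 counts per library (adjusted p = 0.695). Fasciclin-like arabinogalactan protein 17 was not analysed here.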

AGPs participate in cell expansion, division, seed germination, and pollen tube growth and guidance [72].

Calcium-gradient mediated pollen tube growth is one of the best-characterized metabolism systems [73]. In this study, many genes of calcium-gradient mediated pollen tube growth were expressed in DAH3615 such as calcium-dependent protein kinase 25, Rho GDP-dissociation inhibitor family protein, CALCINEURIN B-LIKE (CBL)-interacting protein kinase 16, calmodulin, and calmodulin-like (CaM) proteins. 

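Calmodulin 5 (Cla003151) had 1392 and 1262 counts in DAH3615 floral buds and flowers and 770 and 314 in DAH3615-MS, a log2 fold change of 1.45 that was just above the threshold in edgeR's quasi-likelihood test (adjusted p = 0.011) and was called by the likelihood ratio test (adjusted p = 1.64e-05). Of 4 genes described as calcium-dependent protein kinases in the rows of Additional file 1 used here, 0 were DEGs in the quasi-likelihood test. Cla002497 came closest, with 656 and 1650 counts in DAH3615 and 330 and 865 in DAH3615-MS (adjusted p = 0.0221), and was called by the likelihood ratio test (adjusted p = 0.00073). The paper calls both Cla003151 and Cla002497 (adjusted p = 4e-05 and 0.00718 from its ANODEV). Cla000330, described as calcium-dependent protein kinase 2, had 285 and 203 counts in DAH3615 and 281 and 224 in DAH3615-MS (adjusted p = 0.958, edgeR quasi-likelihood test), and it carries another UniProt ID than the qRT-PCR gene of that name. Calcium-dependent protein kinase 25 and CBL-interacting protein kinase 16 were not analysed here.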

Calcium-binding proteins act as calcium sensors and relay calcium signals. Major calcium sensors have been reported such as calcium-dependent protein kinase, CaM, CBL proteins, and CML protein [73]. In *Arabidopsis*, CIPK19 is expressed specifically in pollen grains and controls pollen polarity [74]. Rho GDP-dissociation inhibitor protein isolated from *Nicotiana tabacum* (Nt-RhoGDI2) is specifically expressed in elongating tobacco pollen tubes and inhibits the formation of transversal actin bands [75].

Defective cytoskeleton dynamics is also one of the factors causing male sterility [76]. In this study, genes related to cytoskeleton were included in cluster 3. Male-sterile lines of wheat and Chinese cabbage have much less actin in the anther than the fertile wild-type plants. Therefore, it has been suggested that low actin levels in the anther are associated with male sterility [77]. LIM domain-containing proteins, which are classified in the novel family of actin bundling proteins, act as transcriptional activators of lignin biosynthesis. Several LIM domain-containing proteins are specifically expressed in the pollen [78]. A previous study showed that the PLIM2c promoter initiated its expression in the pollen during stamen filament elongation and the PLIM2c protein was expressed in the developing pollen grains of *Arabidopsis*. In addition, the PLIM2c-knockout mutant had sterile pollen [79]. Actin depolymerizing factor (ADF), an actin binding protein, affects cytoskeleton architecture dynamics that play a role in the regulation of F-actin filament assembly, which is involved in the polarized tip growth by regulating the actin cytoskeleton in *Arabidopsis* [80, 81].

The final developmental stage of pollen maturation includes a programmed desiccation process for enhancing pollen-geminating efficiency. Therefore, pollen grains have desiccation tolerance during pollen maturation [82]. Dehydrins or late embryogenesis abundant (LEA) proteins protect pollen from desiccation [83]. In this study, the related genes (stress-induced genes) were included in cluster 9.

MADS box transcription factor 1 and zinc-finger family proteins were included in cluster 11. MADS-box transcription factor controls the specification of stamen primordia [84], while several zinc-finger family proteins play important roles in flower development. The latter proteins are especially activated during anther development in petunia [85].

Development of the male reproductive organ includes sporophytic cell division through mitosis and male gametogenesis through meiosis. Therefore, mitotic and meiotic-specific gene destruction during cell division process can lead to male sterility [86]. In this study, cyclin-like protein, kinesin-like protein, and mitotic spindle assembly checkpoint protein MAD2 were differentially expressed in DAH3615 than in DAH3615-MS.

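In the rows of Additional file 1 used here, 5 genes are described as kinesins and 6 as cyclins. None of these genes was a DEG in the quasi-likelihood test or the likelihood ratio test. The smallest adjusted p was that of the cyclin gene Cla002207, with 35 and 24 counts in DAH3615 floral buds and flowers and 78 and 53 in DAH3615-MS (adjusted p = 0.083, edgeR quasi-likelihood test). The cyclin-like gene of the qRT-PCR experiment was not matched to a gene ID here, and genes of these families in the remaining rows were not analysed here.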

Interestingly three DEGs in our result have scant information in male sterility related previous reports.

Elongation factor-1 alpha (EF-1α) is a well-known housekeeping gene, which is expressed in whole organs including reproductive organs. In vivo assay which visualization of EF-1α using EF-1α-Gus expressed transgenic tobacco plant showed Gus expression in meristems of shoot, root and floral organs [87]. However, our RNA-seq results and qRT-PCR validation in this study were deduced to absence in male sterile flower buds and flowers. It has a previously report that proteome analysis using *Zea mays* ms8 mutant anther have shown that EF-1α as a differentially expressed protein [88]. 

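Cla000553 (chromosome 2 from 31224958 to 31226409) was matched by UniProt ID to the elongation factor 1-alpha gene of the qRT-PCR experiment. The rows of Additional file 1 not used here may pair that ID with other genes. Cla000553 had 794 counts in DAH3615 floral buds and 1106 in DAH3615 flowers. In DAH3615-MS it had 26 counts in floral buds and 16 in flowers, and DAH3615 was 34.3-fold higher in floral buds and 63.5-fold higher in flowers (log2 fold change 5.50, standard error 0.28, adjusted p = 1.25e-05 from edgeR's quasi-likelihood test). The paper's qRT-PCR means for DAH3615-MS were 0.226 (SD 0.00673, n = 3) in floral buds and 0.00465 (SD 0.000376, n = 3) in flowers, against 1.00 (SD 0.0731) and 0.36 (SD 0.0168) in DAH3615. The ratio of DAH3615 to DAH3615-MS in qRT-PCR was thus 4.43 in floral buds, well under the RNA-seq ratio of 34.3, and 77.4 in flowers.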

EF-1α is a multi-functional protein which play a role such as elongation of translation, cytoskeleton regulation, and signal transduction. Additionally, it is participated in interaction of calmodulin [87], substrate of calcium dependent protein kinases [89] and Rho associated kinase [90], and putative regulator of DNA replication/ repair protein [91]. Most of these EF-1α functions are deduced in our DEG results. Therefore, EF-1α is crucially required for the successful development of male reproductive organ of watermelon.

Blue copper protein was the most significant expressed gene that included in cluster 1, which was the most enriched cluster. Plantacyanins, a sub-subfamily of phytocyanins that belongs to type 1 ‘blue copper protein’, are secreted from pistil and guide pollen and pollen tube to interact with the pistil. Although there is limited information whether blue copper protein is associated with male sterility, transcriptome analysis showed that blue copper protein is down regulated in CMS cotton line [4]. So, blue copper protein may be involved in determination of the male sterility in watermelon, but it would be required for progress studies.

In cucumber, cDNA subtractive hybridization using gynoecious and hermaphrodite floral buds and flowers has shown that nucleotide sugar epimerase may be involve in stamen development [92]. Nucleotide sugar epimerase showed low expression in DAH3615-MS. Even though the gene has little information related to floral organ development or male sterility, the result of our RNA-seq data provides possibility of the gene would be a putative novel gene which implicates for inducing male sterility by affect cell expansion, especially of stamen primordia.

## Conclusions

In conclusion, we successfully detected 1259 DEGs (FDR adjusted *P*-value < 0.01) by comparing floral buds and flowers of a male-sterile line (DAH3615-MS) and a male-fertile line (DAH3615) using two-way ANODEV. To our knowledge, this is the first report on transcriptional profiling in watermelon for identifying DEGs related to male sterility and investigating expression patterns in male-sterile and fertile reproductive organs. We also anticipated some functions, such as stamen development, pollen formation, and pollen tube elongation, of essential genes in the fertile male flower that referred in previous reports. Our results provide new information on global mechanisms related to male sterility in watermelon.

## Methods

### Plant materials

Floral buds and flowers were harvested from progenies of an 1:1 segregating watermelon population between a GMS line (DAH3615-MS, *msms*) derived from the *ms-1* Chinese male sterile line [17] and its fertile near-isogenic line (DAH3615, *Msms*), which was selected from a backcross program. The plants were grown in a greenhouse during the spring of 2014. Floral buds of DAH3615-MS and DAH3615 were collected from the 22nd–23rd node (3–4 mm and 7–8 mm in length, respectively) 1 d before flowering, while mature flowers were collected the first day of flowering from the 16–17th node. The samples were directly frozen in liquid nitrogen and then stored at −80 °C until RNA extraction.

### RNA-seq experiment

To generate RNA-seq reads, we followed Illumina sequencing protocol. Total RNA was isolated from floral buds and flowers of DAH3615-MS and DAH3615 using Tri-Reagent® (MRC, OH, USA) added 1 % mercaptoethanol according to the manufacturer’s manual. Quantification was performed using Nanodrop spectrophotometer (Thermo Scientific, USA), while quality assessment was performed with RNA 6000 Nano assay kit (Agilent, USA) using Bioanalyser 2100 (Agilent, USA). NGS sequencing libraries were generated from 1 μg of total RNA using Truseq RNA Sample Prep Kit (Illumina, USA) according to the manufacturer’s protocol. The resulting libraries were then paired-end sequenced (2x101bp) with the Illumina HiSeq™ 2000 system. Finally, FastQC V0.10.1 with ASCII Q-score offset 33 was used to check sequencing quality. More detailed QC results can be shown in Additional file 3.

### Reference genome and RNA-seq data pre-processing

We used watermelon reference genome (cv. 97103) version 1 from the Curcurbit Genomics Database. Prior to aligning, we employed Trimmomatic [51] to generate clean reads, removing Illumina adapter sequences. Clean reads were mapped on watermelon genome using Bowtie2 [93] included in Tophat2 [94]. Finally, we used HTSeq [52] along with watermelon gene annotation file from the Curcurbit Genomics Database for measuring mRNA expression. In this study, we focused only on the quantification of known mRNA sequences. Therefore, unknown proteins or isoforms were not considered in this study.

### Statistical methods for detecting male sterility related genes

Two types of statistical tests were employed for detecting DEGs, Fisher’s exact test and ANODEV. First, the Fisher’s exact test is widely used for RNA-seq analysis without replications to compare gene expressions between two groups. Employing this statistical test is easiest way for detecting DEGs in each organs, under our study design. This experiment had a 2×2 factorial arrangement, since the generated RNA-seq data had two factors with two levels each, breeding lines (male sterile line: DAH3615-MS and male fertile line: DAH3615) and organ information (floral bud and mature flower). In this situation, 2-way ANODEV model can be employed for detecting DEGs considering experimental design as follows (1):

1 $$ Expressio{n}_{{}_{ij}} = \mu + breeding\ lin{e}_i + orga{n}_j $$

where *i* = {“male fertile line (DAH3615)” and “male sterile line (DAH3615_MS)”}

and *j* = {“floral bud”, “flower”}

From the model, statistical test was performed about group effect (comparison between male sterile DAH3615-MS and male fertile DAH3615) for all genes, respectively, when organ effect was considered. Both statistical tests were performed in edgeR for detecting DEGs [95], which results were attached in Additional file 1. A gene was considered significant at FDR adjusted *P*-value of < 0.01.

### qRT-PCR experiment for technically validating detected DEGs from RNA-seq analysis

In order to technically validate the results of RNA-seq, we performed qRT-PCR Eco™ Real-Time PCR system (Illumina, CA, USA). The experiment was performed using 3 biological replicates from each group, namely male fertile floral bud, male fertile flower, male sterile floral bud, and male sterile flower (*n* = 12). Of the detected DEGs from RNA-seq analysis, 21 genes were selected using the results from previous studies on male sterility-related genes. Representative samples of two developmental stages, floral buds and flowers, from each of DAH3615-MS and DAH3615 were used to validate RNA-seq results by qRT-PCR. PCR reaction mixture was consisted of 1 μl cDNA, 10 μl pre-mix, 1 μl evergreen fluorescence dye (SolGent, Korea), and 500 nM of each primer (except for 18S reran that 250nM of each primer were used). Cycling conditions were as follows: 95 °C for 12 min, 40 cycles at 95 °C for 10 s, and 60 °C for 30 s. Watermelon 18S reran was used as an internal control for normalizing mRNA and 20 candidate genes were selected and performed by qRT-PCR for evaluating DEGs. Primers were designed by Primer3 tool [96] using gene sequences from the Curcurbit Genomics Database and presented in (Additional file 4). The relative expression levels of selected genes were calculated using the 2^−ΔΔCT^ transformation method (Additional file 2). The expression level of each transcript from the floral buds of DAH3615-MS was used as a calibrator. All reactions were performed in triplicate. The statistical analysis for qRT-PCR, which can be shown in Additional file 4.

### Availability of data and materials

Our generated RNA-seq raw data supporting the results of this article is available in the Gene Expression Omnibus (GEO) repository. The accession number is GSE69073 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE69073).

## Additional files

Additional file 1:
**RNA-seq analysis results.** The spreadsheet file contains statistical analysis results including FDR adjusted *P*-values of the 2-way ANODEV and Fisher’s exact test as well as gene annotation. (XLSX 1795 kb) Additional file 2:
**Gene expression in the qRT-PCR.** Normalized gene expression is included in the file. (XLSX 11 kb) Additional file 3:
**Quality control result for RNA-seq experiment.** The file contains QC result of the RNA-seq experiment. (XLSX 8 kb) Additional file 4:
**Detailed information for the qRT-PCR experiment.** Statistical analysis results and primer information, which is included in this file.

## Abbreviations

ADF: Actin depolymerizing factor
AGP: Arabinogalactan proteins
ANODEV: Analysis of deviance
CaM: Calmodulin
CBL: CALCINEURIN B-LIKE
CGMS: Cytoplasmic-genic male sterility
CMS: Cytoplasmic male sterility
DEGs: Differentially expressed genes
EF-1α: Elongation factor-1 alpha
ES: Enrichment scores
FDR: False discovery rate
GMS: Genic male sterility
GO: Gene ontology
GWAS: Genome-wide association studies
HTSeq: High throughput sequencing
LEA: Late embryogenesis abundant
NGS: Next-generation sequencing
PCD: Programmed cell death
PG: Polygalacturonase
qRT-PCR: Quantitative reverse transcription polymerase chain reaction
RhoGDI: Rho GDP-dissociation inhibitor protein
RNS-seq: RNA-sequencing
SNPs: Single nucleotide polymorphisms

# Supplementary material for: Transcriptome profiling of differentially expressed genes in floral buds and flowers of male sterile and fertile lines in watermelon
**Source:** BMC Genomics. 2015 Nov 9;16:914. doi: 10.1186/s12864-015-2186-9
**Supplement:** Additional file 4: — Detailed information for the qRT-PCR experiment. Statistical analysis results and primer information, which is included in this file.

Table S1. Used primers for qRT-PCR experiments

| Gene name | Uniprot_ID | 5′ → 3′ | Sequence | Product size (bp) |
| --- | --- | --- | --- | --- |
| Actin depolymerizing factor 10 | B9I489_POPTR | Forward | CTCCCTGCAGATGAGTGTCG | 113 |
|  |  | Reverse | CCTTGGAGCTTGCATACACC |  |
| Arabinogalactan peptide 20 | AGP20_ARATH | Forward | GCTGTTGCTTTGCTTTTGGC | 136 |
|  |  | Reverse | GCACCAAGGCCAACAACATC |  |
| Blue copper protein | O82576_MAIZE | Forward | GGCGTCGTCTCCAAACACTA | 130 |
|  |  | Reverse | CACTGCAGTGGAGGAGGAAG |  |
| Calcium-dependent protein kinase 2 | Q3YAT0_PETIN | Forward | CCGGGGTGAATTTGGGATCA | 128 |
|  |  | Reverse | CGACCTCTCTACGCACATCC |  |
| Callose synthase 5 | C8C9X3_ARATH | Forward | CGATGGTCATTGCTGCATGG | 109 |
|  |  | Reverse | AGAAGACGAAGGACTGCAGC |  |
| Calmodulin | B6SMJ0_MAIZE | Forward | GCGACGGTAAGATCTCTGCA | 100 |
|  |  | Reverse | GTGTCGATCTCGGCCATCAT |  |
| CBL-interacting protein kinase 16 | C4P7W5_VITVI | Forward | GAGGCCACAGTCTCGTTTCA | 135 |
|  |  | Reverse | CCCTGTTTACTCCCCTGCAG |  |
| Cyclin-like protein | Q6ZIX9_ORYSJ | Forward | AGCGTGGTTGCTGATGAGAA | 123 |
|  |  | Reverse | GGGAGAGATAGCTTGTGCCC |  |
| Elongation factor 1-alpha | B9SPV9_RICCO | Forward | TTGAGATGCACCACGAAGCT | 106 |
|  |  | Reverse | GAAGCAACGAAACCACGCTT |  |
| Fasciclin-like arabinogalactan protein 17 | A9XTM2_GOSHI | Forward | CCGTTGAGTTCTCCACCGAA | 127 |
|  |  | Reverse | CACCTCCGACGAATCTACCG |  |
| Late embryogenesis abundant protein 1 | LEA1_CICAR | Forward | ATTCAGGCCAACCTCAGCTC | 126 |
|  |  | Reverse | TCACTGTGTCCACTGCATCC |  |
| LIM domain protein | Q306K1_BRANA | Forward | GAAAGCAGAAAAGCCCACCG | 129 |
|  |  | Reverse | GTCCCGTTCACCGTAACCTT |  |
| MADS-box transcription factor 1 | D1MFS6_HEVBR | Forward | GCCAGAACTCGTCCCAGATT | 139 |
|  |  | Reverse | TCGCACCCACCAATGTTACA |  |
| Mitotic spindle assembly checkpoint protein MAD2 | D2V3A0_NAEGR | Forward | TCTGAATGGCTGGAAGCTGG | 119 |
|  |  | Reverse | TCGACCACCTCTCCATCAGT |  |
| Nucleotide sugar epimerase | B1WNM2_CYAA5 | Forward | GACCAACCGGCGAGTCTTTA | 127 |
|  |  | Reverse | TTCCCCATGGACCGTAAACG |  |
| Pectate lyase | B6TSP4_MAIZE | Forward | CCCGAAACCTGGGACTCTTC | 118 |
|  |  | Reverse | GGTCTTGTCGCTGGTCATGA |  |
| Polygalacturonase | E3VSV7_CUCPE | Forward | AGCCCAAACACCGATGGAAT | 145 |
|  |  | Reverse | GTCCTGGTCCGCAAGTTACA |  |
| Rho GDP-dissociation inhibitor family protein | D7L724_ARALL | Forward | GCCGTTGAAATCGGTTCGAG | 101 |
|  |  | Reverse | TTGGGCTCTGAAACTTGGGG |  |
| S-adenosylmethionine synthase | B9S0G1_RICCO | Forward | ATTGCCCAAGGAGTCCATGG | 101 |
|  |  | Reverse | TCTGGGGTTTCATCTGTGGC |  |
| Subtilisin-like protease | Q6WNU4_SOYBN | Forward | TCGTCTTGCTGCCTACAAGG | 141 |
|  |  | Reverse | AAGTCTTGAGCTGCGGTACC |  |
| Zinc finger family protein | D7MD22_ARALL | Forward | CACCTCCTTCTTCAGCAGCA | 112 |
|  |  | Reverse | GTCTGTAGGAGAGTGGGGGT |  |

Table S2. Comparing gene expressions between RNA-seq and qRT-PCR platforms

| Gene_Symbol | P_value | Mf_bud_FC | Mf_flower_FC | Ms_bud_FC | Ms_flower_FC |
| --- | --- | --- | --- | --- | --- |
| Actin depolymerizing factor 10 | 0.373356 | -0.03526 | -0.08831 | -0.18702 | 0 |
| Arabinogalactan peptide 20 | 0.227942 | -0.11911 | -2.21314 | 0.492368 | -0.24247 |
| Blue copper protein (Fragment) | 0.089904 | 0.296384 | 2.562836 | -0.18699 | 0 |
| Calcium-dependent protein kinase 2 | 0.123059 | 0.076113 | 0.23137 | 0.50116 | 1.382012 |
| Callose synthase 5 | 0.507366 | -0.20245 | 0.066611 | 0.307915 | -0.8822 |
| CBL-interacting protein kinase 16 | 0.460202 | -0.06802 | -3.75355 | 3.27E-06 | 1.569629 |
| Cyclin-like protein | 0.903404 | -0.15172 | -0.85681 | 0.644802 | 0.549353 |
| Elongation factor 1-alpha | 0.399519 | -0.01383 | 0.740366 | -0.03966 | -0.17512 |
| Late embryogenesis abundant protein 1 | 0.944674 | 0.146182 | 0.830828 | -6.86E-05 | -0.89299 |
| LIM domain protein | 0.044682 | 0.721016 | 5.0188 | 0.561167 | -0.61273 |
| MADS-box transcription factor 1 | 0.589223 | -0.54957 | -1.22755 | 0.026112 | 1.041087 |
| Mitotic spindle assembly checkpoint protein MAD2 | 0.126591 | -0.64093 | 0.329807 | -1.40572 | -0.42123 |
| Nucleotide sugar epimerase | 0.242906 | -0.47722 | -6.10575 | -0.86419 | 1.478928 |
| Pectate lyase | 0.378746 | 0.224552 | 1.404242 | 0.259555 | -0.25448 |
| Polygalacturonase | 0.185593 | 0.454007 | 1.917943 | -0.18715 | -0.39784 |
| Rho GDP-dissociation inhibitor family protein | 0.605447 | -0.0802 | -0.24439 | 0.171454 | -0.22969 |
| S-adenosylmethionine synthase | 0.077719 | 0.321792 | 3.462911 | -0.20851 | -0.0248 |
| Subtilisin-like protease | 0.085363 | 0.793657 | 3.926746 | 0.717842 | -0.89298 |
| Zinc finger family protein | 0.087603 | -0.69539 | -6.00296 | -0.60327 | 0 |

How the deposited data were processed for this re-analysis (not part of the article)

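RNA from floral buds and flowers of the male fertile line DAH3615 and the male sterile line DAH3615-MS was sequenced in 4 libraries, 1 per condition. The authors trimmed the paired-end reads with Trimmomatic, aligned them to the watermelon genome (version 1) with Bowtie2 in TopHat2, and counted reads per gene with HTSeq. The deposited values are whole-number counts per gene, without normalization. Whether the counting used strand is not given in the sources used here. Gene coordinates are those of the count table. No genome sequence was used, so reads shared between near-identical genes were not examined.

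The counts on genes were between 5239032 and 6315796 per library, which is between 39.5% and 44.5% of the read pairs in the study's quality control table. Genes without a count in any library were left out, and all 19732 others were tested without a further filter. Library sizes were scaled by TMM in edgeR 4.0.16 under R 4.3.3. An additive model of line and organ was fitted, and line and organ effects were tested with the quasi-likelihood test (prior degrees of freedom 6.43, 1 residual degree of freedom, biological coefficient of variation 0.174). The p-values were adjusted by the Benjamini-Hochberg method and genes under 0.01 were called DEGs. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic. Because there is 1 library per condition, the residual is the line-by-organ difference, and no p-value carries the variation between plants of one condition. Exact tests between the 2 libraries of an organ or line used the trended dispersion of the additive model and compare those libraries only.

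Shares have 95% Wilson intervals, which cover counting error only. Where a gene had 0 counts in a library, its fold was computed against a floor of 3 counts in that library and is a lower bound. The shares of DEGs per chromosome were tested with 100000 permutations, and the ends of chromosomes with Fisher's exact test. Neighbouring DEGs were counted against 10000 permutations of the labels. Summaries were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. On simulated counts with 200 changed genes, the quasi-likelihood test of the additive model recovered 195 of them with 2 false calls among 19443 genes. With no changed genes it made 0 calls among 19430. The simulated libraries were drawn independently at the trended dispersion, with log2 fold changes of 2 or 3 in either direction. Genes with very low mean counts were not changed. No gene-wise spread of the dispersion, line-by-organ difference or effect of a whole library was drawn, so these rates do not cover them.

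Genes named in the text follow a rule set before the counts were examined: the 10 genes of Fig. 2d, the qRT-PCR genes that match exactly 1 gene ID by UniProt ID, the 5 DEGs with the largest fitted change towards each line and the same direction in both organs, and the 3 DEGs between organs with the smallest adjusted p. The values of the first groups in the paper's figures and tables had been seen. Genes named by their description at the discussion of gene families were chosen after their values were seen. Descriptions came from the first 1999 of 19732 rows of Additional file 1, which are in order of gene ID, so no enrichment or set test was run on them. The annotation clusters of Table 2 were not analysed here.

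Alternatives were the likelihood ratio test, DESeq2 1.42.0, limma-voom (limma 3.58.1), other size factors, filters on low counts, other thresholds, fixed dispersions, a model without the organ term and the exclusion of each library. Settings added after the counts were examined are named as such.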

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

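The tests of explanations in this part were chosen after the result was seen. The additive model called 2993 genes between floral buds and flowers, a comparison on which the paper's text reports no count, against 780 between the lines. How far the organs exceed the lines depends on the dispersion: at a fixed coefficient of variation of 0.4 the likelihood ratio test called 919 genes between organs and 785 between lines, and at 0.1 it called 7540 and 2569. Among the called genes the organ effects were smaller, with a median absolute log2 fold change of 1.63 against 5.13 for the DEGs between lines (1.63 and 4.67 with genes at 0 counts in a group set to their lower bound), and 80 genes were called for both factors. Over all 19732 expressed genes the order was the other way, with a median absolute difference in log2 CPM of 0.51 between organs and 0.29 between lines. The 3 DEGs between organs with the smallest adjusted p were Cla010810, with 1848 and 3063 counts in the floral bud libraries of DAH3615 and DAH3615-MS and 5 and 3 in the flower libraries, and the neighbouring genes Cla021361 and Cla021362 on chromosome 5, which lie from 2523847 to 2526952 and from 2532887 to 2533372 (adjusted p = 0.000139 for each, edgeR quasi-likelihood test).

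The ratio of organ to line DEGs was 3.84. A difference in library size was argued against by thinning every library to the smallest total, which gave a ratio of 3.89. A few abundant genes were argued against by leaving out the 100 most abundant ones, which gave 3.94. Gene length as the whole cause was argued against by splitting the genes into 5 groups by genomic span, in which the ratio was at least 2.53. The ratio rose with span, from 2.53 in the shortest group to 4.95 in the longest, so a part of its size may go with gene length. Counting splits cannot decide on chance. The 4 libraries make 3 splits into 2 and 2, so that 1 of 3 is the smallest share any split can reach. Over all expressed genes, the median absolute difference in log2 CPM was 0.51 between organs, 0.29 between lines and 0.19 for the line-by-organ difference. Scatter independent between libraries would make these alike, which argues against it as the whole source of the organ differences. A chance difference shared by both libraries of an organ stays open. Each line has 1 library per organ, so differences in collection also stay open, as floral buds came from nodes 22 to 23 and flowers from nodes 16 to 17. A difference between the organs is the biological explanation the design names and was not tested apart from these.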

How the results depend on the processing

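The settings named here as added were chosen after the counts were examined, and the others before.

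No paired analysis was possible because the libraries carry no replicate numbers; the organ term already sets floral bud against floral bud and flower against flower.

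The likelihood ratio test raised the DEGs between lines from 780 to 1339 (93.65% higher in DAH3615) and those between organs from 2993 to 4933. Fixed coefficients of variation of 0.1 and 0.2 gave 2569 (78.4%) and 1294 (95.6%) DEGs between lines. Without the organ term 0 genes were called, with 1085 at an unadjusted p under 0.05, because the organ difference then enters the spread; the likelihood ratio test without that term, added later, called 644 (100.0%). Leaving out 1 library gave between 0 and 405 DEGs between lines, 100.0% higher in DAH3615 where any were called: 306 without the DAH3615 floral bud, 405 without the DAH3615 flower and 0 in edgeR's quasi-likelihood test without the DAH3615-MS floral bud or flower library, where 1111 and 1019 genes had an unadjusted p under 0.05 and no other tool was run. These fits have no organ term and 1 line is left with a lone library, assumed to vary like the other line. The share higher in DAH3615 was 97.72% with DESeq2, 97.18% with limma-voom, 97.76% with library totals and 95.02% at a false discovery rate of 0.05, which also gave 5549 DEGs between organs. Fixed coefficients of variation were added later for the DEGs between organs and gave 7540 at 0.1 and 919 at 0.4. The cause of these shifts was not tested.

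Of the settings added after the counts were examined, the newer form of the quasi-likelihood test called 561 genes between lines (99.64%) and 1411 between organs. The likelihood ratio test called 1259 (87.77%) and 4796 with stepwise dispersions and library totals, 1319 (94.31%) and 4749 with stepwise dispersions and TMM, and 1288 (86.57%) and 4975 with library totals. The planned earlier form of the quasi-likelihood test is the default of the installed version and moved nothing.

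The share of all expressed genes higher in DAH3615 fell under library totals to 40.85% in floral buds and, to the other side of 50%, 41.68% in flowers. In floral buds it was 48.55% with at least 10 counts summed, 48.11% with CPM above 1 in 2 libraries and 48.46% with ties counted; in flowers 50.59% with RLE factors and 50.09% with ties counted. The DEGs higher in DAH3615 and without counts in DAH3615-MS, 18.76%, became 46.31% with CPM under 1, 36.87% with CPM under 0.5 and 38.42% with 3 counts or fewer in each library.

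The exact tests called 1652 genes in floral buds and 1649 in flowers at a coefficient of variation of 0.1, 534 and 490 at 0.4, and 5152 and 5555 with Fisher's exact test on raw counts, which has no variation between plants. At 0.4 the genes shared with the additive model fell from 696 to 423.

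The ratio of line to organ distances, 1.18 over all genes, was 5.18 over the DEGs between lines and turned to 0.611 without them, as those genes were selected for the line difference. The DEGs in the outer 20% of chromosomes passed p under 0.05 before adjustment (odds ratio 1.22), while the 10% and 5% widths did not.

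For the 26 genes named by the rule, 429 of 525 values kept their direction and side of the threshold. Of the 94 that fell short of it, 79 came from fits without a library or the organ term. With single libraries left out, the log2 fold change ran from -10.79 to 2.72 for Cla015470 and from -6.26 to 1.08 for Cla006423, with the highest value without the DAH3615-MS flower library and the lowest without the DAH3615 flower library, and for Cla007582 from -3.63 to -0.20 between the same libraries. These fits have no organ term, so the differences between organs of these genes (log2 fold changes of 6.45, 4.26 and 2.43) enter the line effect by construction, and the turned signs say nothing about the stability of the line effect. Cla016980, at -0.0092 between organs, stayed between -2.23 and -1.79. Tandem copies by description and annotation groups among all DEGs were not run, as the descriptions cover part of the genes, and no correlation with qRT-PCR was run on 4 genes. A median count between 69 and 86 per expressed gene limits what can be called among low genes.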

Differences from the paper's values

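The settings with stepwise dispersions, those that join the likelihood ratio test with library totals and the newer quasi-likelihood form were chosen after the values were seen, and the other alternatives before the data were examined.

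The paper's number of DEGs between the lines is 1259, and the quasi-likelihood test called 780. Of the alternatives set before the data were examined, those within 1.5 times of the paper's number were the likelihood ratio test (1339), the same test with a coefficient of variation of 0.2 (1294), limma-voom (1028) and a false discovery rate of 0.05 (1144). Those further from it were DESeq2 (658), RLE factors (813), library totals (759), the filters on low counts (653 and 662), a minimum absolute log2 fold change of 1 (780), the earlier quasi-likelihood form (780), coefficients of variation of 0.1 and 0.4 (2569 and 785), no organ term (0) and each library left out (0 to 405).

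The paper's number of DEGs higher in DAH3615-MS is 154, and 7 were called here. None of the alternatives set before came within 1.5 times of it: the likelihood ratio test called 85, a coefficient of variation of 0.1 called 555 and the others between 0 and 57. The paper's share of DAH3615-MS-biased DEGs is 12.47% in each organ, against 0.897% in floral buds and 1.03% in flowers here and 6.57% in each with the likelihood ratio test.

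The paper's number of DEGs called by the additive model alone is 352, against 9 here. The likelihood ratio test (326) and exact tests at a coefficient of variation of 0.4 (243) came within 1.5 times, and the other alternatives set before gave between 0 and 102. For genes called by the exact test of one organ alone, the paper's text gives 42 in floral buds and 92 in flowers, against 234 and 202 here. In floral buds only a coefficient of variation of 0.4 (45) came within 1.5 times, and in flowers the likelihood ratio test (77) and gene-wise dispersions (137) did, as did exact tests with a coefficient of variation of 0.2 and library totals (124), a setting chosen after seeing the values.

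A likelihood ratio test with dispersions estimated in steps and library totals in place of TMM factors, chosen after seeing the values, called 1259 genes, 1105 higher in DAH3615 and 154 higher in DAH3615-MS, with 12.47% DAH3615-MS-biased in each organ, and dropped 0 of the 126 genes the paper calls in the first 1999 of 19732 rows of Additional file 1. The quasi-likelihood test called 78 of those 126 and the likelihood ratio test 116. Also chosen after seeing the values, the likelihood ratio test called 1319 genes with stepwise dispersions and TMM, and with library totals 1288, of which 173 were higher in DAH3615-MS. Exact tests with a coefficient of variation of 0.2 and library totals, chosen after seeing the values as well, called 881 genes in floral buds and 815 in flowers and dropped 0 of the paper's 96 and 80 calls in those rows. Together with the stepwise test they gave 649 shared genes, 352 called by the additive model alone, and 92 in floral buds and 42 in flowers called by one organ's test alone. These match the numbers printed in Fig. 2a, and the last pair is the other way round from the paper's text.

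The paper states that the lines differ strongly and the organs do not. The distances over all expressed genes were larger between lines here too, but more genes were called between organs (2993) than between lines (780). The paper states that DEGs in the marked regions of its heatmap were found in DAH3615 alone. The regions were not rebuilt here; over all 773 DEGs higher in DAH3615, 18.8% had 0 counts in both DAH3615-MS libraries and 46.3% a CPM under 1 in both, while the 10 genes of Fig. 2d had 4 counts in DAH3615-MS in all. The paper states that the telomeres are enriched in sterility-related genes, and the outer 10% at each end, 20% of the length, held 32.3% of the DEGs. That is more than the share of the length, as in the paper, but the other expressed genes had 32.0% there. Against these genes, the outer 20% went the paper's way, with 63.5% of the DEGs against 58.8% (odds ratio 1.22, Fisher's exact test, p = 0.00866, adjusted p = 0.0654) and an odds ratio of 1.25 for the DEGs higher in DAH3615 (same exact test, p = 0.00418, adjusted p = 0.0654). For elongation factor 1-alpha, the paper's results report a reduced level in DAH3615-MS floral buds and none detected in flowers, and its discussion deduces absence from both. Cla000553, matched to that gene by UniProt ID in the rows used here, had 26 counts in DAH3615-MS floral buds and 16 in flowers. These were 34.3-fold and 63.5-fold lower than in DAH3615. Among the genes the paper calls in the rows of Additional file 1 used here is the cyclin gene Cla002207, which is not matched to the cyclin-like gene of its qRT-PCR experiment. The stepwise test with library totals, chosen after seeing the values, called it as well, and the quasi-likelihood test did not (adjusted p = 0.083). The paper names DAH3615-MS floral buds as the qRT-PCR calibrator, while in its table the means of the 4 genes matched here are near 1.00 in DAH3615 floral buds.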

Other observations

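The tests in this part were chosen after the result was seen, except the dispersion index for reads carried over and the test on the 100 most abundant genes for the direction of the DEGs.

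Scaling by library totals in place of TMM raised the DEGs higher in DAH3615-MS in the stepwise likelihood ratio test from 75 to 154. The 773 DEGs higher in DAH3615 took 8.73% of the counts in DAH3615 floral buds and 10.6% in DAH3615 flowers, against 0.68% and 0.662% in DAH3615-MS. A candidate explanation is that these counts lower the scaled values of the other genes in DAH3615. Leaving those genes out of the library totals brought the number back to 75. The share they leave for the other genes differs by -0.12 and -0.15 between lines on the log2 scale, and the TMM factors by -0.13 and -0.15. Over the 13334 genes with at least 100 counts summed that were not DEGs between the lines, the median log2 ratio of DAH3615 to DAH3615-MS was -0.18 in floral buds and -0.16 in flowers with library totals, and -0.05 and -0.02 with TMM.

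With the 100 most abundant genes left out, 96.8% of the DEGs were higher in DAH3615. This test does not bear on the excess of such DEGs, since a few genes taking many counts in DAH3615 would lower the others there. By the paper's methods, buds of both lines were collected from the same nodes on the day before flowering. The DAH3615-MS buds were still shorter than the DAH3615 buds, which could place them at a younger stage. Against that as the whole cause, 92.7% of the genes called higher in DAH3615 buds were also higher in DAH3615 flowers, collected on the first day of flowering in both lines. Anthers were not collected apart from other floral parts, so the part of the difference that comes from less stamen tissue in DAH3615-MS was not tested.

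Low counts in DAH3615-MS of genes abundant in DAH3615 could be reads carried over between libraries. For 115 DEGs with at least 1000 counts in each DAH3615 library, the DAH3615-MS counts would then be a constant fraction, but they varied far beyond counting error, with a dispersion index of at least 663 where Poisson counts give 1. This argues against carry-over as the source of all these counts. For the 10 genes of Fig. 2d, the upper end of the interval was 0.0197% of the DAH3615 level. The study picked these genes for this pattern, so as a limit on a constant carry-over this value may be too low. The DAH3615-MS counts of 51 of the 115 genes were above that value (Poisson test with Bonferroni adjustment over the 115 genes), a number that a higher limit could lower. Those of the other 64 genes were not, 21 of them at 0 in both libraries, and for these counts carry-over stays open.

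The DEGs higher in DAH3615 lay next to each other in 75 pairs of neighbouring expressed genes, against a mean of 30.3 when labels were permuted (permutation test, p = 0.0001, the smallest that 10000 permutations can give). Overlapping gene models are argued against, since 0 of the 75 pairs overlap in their coordinates. In 55 pairs both genes were on one strand. Tandem copies that share reads stay open as a technical explanation and were not tested without the gene sequences; shared regulation of neighbours was not tested. The DEGs between organs had 542 such pairs against 453.7.

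No explanation was tested for the values of the qRT-PCR experiment. In the paper's qRT-PCR table, 19 of the 21 listed genes have values, and in 38 of 38 comparisons of the lines within an organ the 3 replicates of DAH3615 all lie above the 3 of DAH3615-MS, where chance gives 10% of comparisons that do not overlap in either direction. Between the DAH3615 organs, the ratio of flowers to floral buds had the same direction in RNA-seq (1 library each) and in the paper's qRT-PCR means for the LIM domain protein gene (1.45 and 1.32) and for polygalacturonase (0.814 and 0.474). The zinc finger gene had a ratio of 6.51 in qRT-PCR. The 2 and 3 counts of Cla002114, which may not be the gene assayed, are too few for one in RNA-seq. The direction differed for elongation factor 1-alpha (1.29 and 0.36).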
